# The Metabolic Response to a Low Amino Acid Diet is Independent of Diet-Induced Shifts in the Composition of the Gut Microbiome

**DOI:** 10.1038/s41598-018-37177-3

**Published:** 2019-01-11

**Authors:** Heidi H. Pak, Nicole E. Cummings, Cara L. Green, Jacqueline A. Brinkman, Deyang Yu, Jay L. Tomasiewicz, Shany E. Yang, Colin Boyle, Elizabeth N. Konon, Irene M. Ong, Dudley W. Lamming

## Abstract

Obesity and type 2 diabetes are increasing in prevalence around the world, and there is a clear need for new and effective strategies to promote metabolic health. A low protein (LP) diet improves metabolic health in both rodents and humans, but the mechanisms that underlie this effect remain unknown. The gut microbiome has recently emerged as a potent regulator of host metabolism and the response to diet. Here, we demonstrate that a LP diet significantly alters the taxonomic composition of the gut microbiome at the phylum level, altering the relative abundance of Actinobacteria, Bacteroidetes, and Firmicutes. Transcriptional profiling suggested that any impact of the microbiome on liver metabolism was likely independent of the microbiome-farnesoid X receptor (FXR) axis. We therefore tested the ability of a LP diet to improve metabolic health following antibiotic ablation of the gut microbiota. We found that a LP diet promotes leanness, increases energy expenditure, and improves glycemic control equally well in mice treated with antibiotics as in untreated control animals. Our results demonstrate that the beneficial effects of a LP diet on glucose homeostasis, energy balance, and body composition are unlikely to be mediated by diet-induced changes in the taxonomic composition of the gut microbiome.

## Introduction

Around the world, approximately 425 million people have diabetes, and that number is expected to grow by 50% over the next three decades^1^. Beyond the direct effects of diabetes on mortality, its impact is amplified by its association with other causes of morbidity and mortality, such as cardiovascular disease^2^, cancer^3^, and Alzheimer’s disease^4^. Type 2 diabetes, which is associated with diet and obesity, accounts for the vast majority of diabetes cases, and the epidemic rise in obesity has fueled the development of this health crisis.

Dietary interventions to control or prevent type 2 diabetes could be highly effective and affordable, but long-term reduced calorie diets have not proven to be sustainable for most people. Diets that alter the level of specific macronutrients without a decrease in caloric consumption may be more sustainable^5^; one variety of such diets are high protein, low carbohydrate diets such as the Atkins diet, which promise rapid weight loss without restricting calories^6^. Some clinical trials have observed that high protein diets can promote weight loss^7–9^, at least in highly compliant subjects^10^. However, long-term prospective cohort studies have observed that high protein consumption is associated with increased insulin resistance, diabetes, cancer, and cardiovascular disease, and an overall increase in mortality^11–13^.

In agreement with these findings, recent long-term studies in *Drosophila* and mice, as well as a short-term randomized control trial conducted in humans, find that low protein (LP) diets are associated with improvements in health, survival, and insulin sensitivity^13–18^. Reducing dietary protein largely blocks the effect of a high-fat diet on glucose tolerance^18^, and we recently showed that in a mouse model of pre-existing diet-induced obesity, reducing dietary protein rapidly restored metabolic health, dramatically reduced adiposity, and improved glucose tolerance and insulin sensitivity^19^. While some of these phenotypes are mediated in part by the insulin-sensitizing and energy expenditure promoting hormone fibroblast growth factor 21 (FGF21), it is likely that other mechanisms are also involved^18–24^.

Over the last decade, numerous studies have found that the composition of the gut microbiome plays an important role in regulating the metabolic health of both rodents and humans^25,26^ by mediating the response to drugs, diet, and aging^27–33^. One major pathway by which the gut microbiota regulates glycemic control is by altering bile acid metabolism and activating the farnesoid X receptor (FXR) – FGF15 signaling axis^34,35^. Recent work suggests that at least in rodents, the major dietary factors that regulate the taxonomic composition of the gut microbiome are protein and carbohydrate intake^36^. However, the source of dietary protein – e.g. red meat, white meat, dairy, or plant protein – also has an important effect on the taxonomic composition of the gut microbiome^37^. It remains unknown if the effect of a LP diet on the composition and function of the gut microbiome plays a role in its beneficial metabolic effects.

In this study, we determined that an amino acid defined LP diet, which has similar metabolic benefits to a LP diet containing natural protein^22^, alters the taxonomic and functional composition of the gut microbiome. We found that a LP diet significantly alters the hepatic transcriptome, possibly reducing FXR-FGF15 signaling. Finally, we found that ablation of the gut microbiome with antibiotics does not significantly alter the metabolic response to a LP diet. Our data suggests that while dietary protein plays an important role in shaping the taxonomic and functional composition of the gut microbiome, these diet-induced changes do not mediate the beneficial metabolic effects of a LP diet in young, lean mice.

## Materials and Methods

### Animals and Treatments

For all experiments, male C57BL/6J mice were purchased from The Jackson Laboratory and group housed in static microisolator cages in a specific-pathogen free animal facility. For experiments investigating the composition of the gut microbiome and transcriptional profiling of the liver, mice were purchased at 8 weeks of age, and diet changes occurred at 9 weeks of age. Approximately 4 months later, cecal contents and livers were collected from mice sacrificed in the morning following an overnight, approximately ~16 hr fast. For experiments in which the gut microbiome was ablated with antibiotics, mice were purchased at 5 weeks of age; starting at 6 weeks of age, mice were randomized at the cage level to receive water or water containing antibiotics as described below. Diet changes occurred at 9 weeks of age, and antibiotic treatment was continued for the duration of the experiment. All procedures involving animals were approved by the Institutional Animal Care and Use Committee of the William S. Middleton Memorial Veterans Hospital (Madison, WI), and all experiments were performed in accordance with relevant guidelines and regulations.

### Diets

Prior to 9 weeks of age, animals were fed the standard facility chow (Purina 5001; Purina Mills, Richmond, IN, USA). Amino acid defined animal diets (non-irradiated) were obtained from Envigo (formerly Harlan Laboratories). At 9 weeks of age, animals were switched to either a Control amino acid defined diet (TD.140711; 22.0% of calories derived from amino acids; 59.4% from carbohydrate; 18.6% from fat) or a Low Protein amino acid defined diet (TD.140712; 7.1% of calories derived from amino acids; 74.4% from carbohydrates; 18.5% from fat). The complete composition of these diets has been previously described^22^.

### Antibiotic Treatment

The gut microbiome was ablated using an antibiotic treatment protocol previously described to efficiently ablate the gut microbiome of mice^38^. Briefly, mice were provided with free access to autoclaved water containing 1 g/L ampicillin, 500 mg/L vancomycin, and 1 g/L neomycin; however, in contrast to the protocol followed in^38^, aspartame was omitted due to its negative effects on glucose homeostasis and body composition in mice^39^. The mice and the water bottles were weighed and changed biweekly to monitor water intake. Control mice were provided with autoclaved water not containing antibiotics. To verify the efficacy of the antibiotic treatment, fecal pellets were collected and total DNA was extracted using a modification of a previously described protocol^40^. Briefly, fecal pellets (~30–50 mg) were resuspended in a solution containing 500 µL of extraction buffer [200 mM Tris (pH 8.0), 200 mM NaCl, 20 mM EDTA], 210 µL of 20% SDS, 500 µL phenol:chloroform:isoamyl alcohol (pH 7.9, 25:24:1) and 500 µL of Fisher Scientific 1.4 mm diameter ceramic beads (Cat# 15340159). Following mechanical disruption using a FastPrep 24 (M.P. Biomedicals), the solution was centrifuged at 8,000 rpm at 4 °C for three minutes. The aqueous layer was then sequentially precipitated using sodium acetate/isopropanol and sodium acetate/ethanol. DNA samples were then quantified using a Nanodrop 2000c.

### Mouse metabolic phenotyping

Glucose and alanine tolerance tests (GTT and ATT) were performed by fasting the mice overnight for 16 hr and then injecting either glucose (1 g/kg) or alanine (2 g/kg) intraperitoneally as previously described^41,42^. Glucose measurements were taken using a Bayer Contour blood glucose meter and test strips. Mouse body composition was determined using an EchoMRI 3-in-1 Body Composition Analyzer. For assay of multiple metabolic parameters (O_2_, CO_2_, food consumption) and activity tracking, mice were acclimated to housing in a Columbus Instruments Oxymax/CLAMS metabolic chamber system for ~24 hr, and data from a continuous 24-hr period was then recorded and analyzed.

### Gut microbial community DNA preparation

Approximately 20–50 mg of cecal matter was added to an autoclaved Sarstedt 2 m micro screw-cap tube (Ref# 72.693.005) containing approximately 500 μL of BioSpec Zirconia/Silica beads (Cat# 11079101z) and one large Bio Spec bead (Cat# 11079132ss). To this, 500 μL of 200 mM Tris-HCl, pH 8.0/200 mM NaCl/20 mM EDTA was added, as well as 210 μL 20% SDS. 500 μL of Phenol/Chloroform/isoamyl alcohol, pH 7.9, 25:24:1, was added before bead beating using a FastPrep 24 (M.P. Biomedicals) until sample was fully homogenized in solution. Tubes were centrifuged at 8,000 rpm at 4 °C for three minutes. The aqueous layer, approximately 500 µL, was transferred to a new microcentrifuge tube (Axygen). 60 μL of 3 M NaAcetate was added, then 600 μL of isopropanol, then inverted to mix. The samples were placed on ice for one hour before centrifuging at 13,000 rpm at 4 °C for 20 minutes. Samples were decanted, and pellet was rinsed with 200 μL of 100% EtOH, then decanted and briefly dried. The pellet was dissolved in 100–200 μL of TE buffer. 100 μL of DNA was cleaned using the Macherey-Nagel PCR Clean-up kit, using 2 NT3 washes and eluting with 50–100 μL of elution buffer.

### Construction and Sequencing of v3-v4 16S Metagenomic libraries

Purified genomic DNA was submitted to the University of Wisconsin-Madison Biotechnology Center. DNA concentration was verified fluorometrically using either the Qubit® dsDNA HS Assay Kit or Quant-iT™ PicoGreen® dsDNA Assay Kit (ThermoFisher Scientific, Waltham, MA, USA). Samples were prepared in a similar process to the one described in Illumina’s 16 S Metagenomic Sequencing Library Preparation Protocol, Part # 15044223 Rev. B (Illumina Inc., San Diego, California, USA) with the following modifications: The 16 S rRNA gene V3/V4 variable region was amplified with fusion primers (forward primer 341 f: 5′-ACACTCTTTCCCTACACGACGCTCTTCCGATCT(N)_3/6_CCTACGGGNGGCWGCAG-3′, reverse primer 805r: 5′-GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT(N)_3/6_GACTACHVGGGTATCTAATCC-3′). Region specific primers were previously described (^43^; underlined sequences above), and were modified to add 3–6 random nucleotides ((N)_3/6_) and Illumina adapter overhang nucleotide sequences 5′ of the gene‐specific sequences. Following initial amplification, reactions were cleaned using a 0.7x volume of AxyPrep Mag PCR clean-up beads (Axygen Biosciences, Union City, CA). In a subsequent PCR, Illumina dual indexes and Sequencing adapters were added using the following primers (Forward primer: 5′-AATGATACGGCGACCACCGAGATCTACAC[55555555]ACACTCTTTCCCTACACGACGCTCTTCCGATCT-3′, Reverse Primer: 5′-CAAGCAGAAGACGGCATACGAGAT[77777777]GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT-3′, where bracketed sequences are equivalent to the Illumina Dual Index adapters D501-D508 and D701-D712,N716,N718-N724,N726-N729). Following PCR, reactions were cleaned using a 0.7x volume of AxyPrep Mag PCR clean-up beads (Axygen Biosciences). Quality and quantity of the finished libraries were assessed using an Agilent DNA 1000 kit (Agilent Technologies, Santa Clara, CA) and Qubit® dsDNA HS Assay Kit (ThermoFisher Scientific), respectively. Libraries were pooled in an equimolar fashion and appropriately diluted prior to sequencing. Paired end, 300 bp sequencing was performed using the Illumina MiSeq Sequencer and a MiSeq. 600 bp (v3) sequencing cartridge. Images were analyzed using the standard Illumina Pipeline, version 1.8.2. OTU assignments and diversity plots were created using QIIME analysis pipeline^44^.

### Microbiota analysis using QIIME

Microbiota analysis to obtain OTU assignments and diversity plots were performed using Quantitative Insights Into Microbial Ecology (QIIME)^44^ version 1.9.1. Illumina sequencing reads were adapter and quality trimmed using the Skewer^45^ trimming program to remove low quality (<Q25) bases and sequencing adapters. Reads shorter than 100 nucleotides after trimming were discarded. Flash^46^ was used to merge paired end reads into amplicon sequences using a minimum overlap of 10 nucleotides. Amplicons were then PCR primer trimmed and quality filtered. Sequences were then clustered in OTUs using an open-reference OTU picking protocol based on 97% identity using UCLUST^46^ against the Greengenes reference database^47^. Representative sequences (most abundant sequence in OTUs) were picked, aligned to GreenGenes^47^ Core reference alignment using PyNAST^48^. Taxonomic assignments were associated with OTUs based on the taxonomy associated with the Greengenes reference sequence defining each OTU. UniFrac distances between samples were calculated using the Greengenes reference tree (ftp://greengenes.microbio.me/greengenes_release/gg_13_5/gg_13_8_otus.tar.gz). The resulting biom-formatted OTU table was filtered to remove singletons and OTUs that could not be aligned using PyNAST. Alpha rarefaction curves were calculated for all samples with a rarefaction upper limit of (median depth/sample count). Samples were removed from further characterization if they did not contain sufficient reads at a depth where the Good’s coverage value for most samples was greater than 0.9. Beta diversity was calculated using weighted and unweighted unifrac on OTU data leveled according to the lowest sample depth. An alternative normalization by CSS^49^ is also provided for additional downstream analysis.

### Liver mRNA preparation and transcriptional profiling

Total liver RNA was extracted with Trireagent (Sigma) as previously described^19^. Concentration and purity of RNA was initially determined using a Nanodrop 2000c, and then submitted to the University of Wisconsin- Madison Biotechnology Center Gene Expression Center & DNA Sequencing Facility. RNA quality was then assayed using an Agilent RNA NanoChip, and stranded mRNA libraries with polyA enrichment were prepared as described in the Illumina TruSeq Stranded mRNA Sample Preparation Guide Rev. E. DNA sequencing was performed using an Illumina HiSeq. 2500 1 × 100 (TruSeq v3) full flowcell. Pathway enrichment was performed using the “edgeR”^50^ and “org.Mm.eg.db”^51^ packages in R version 3.4.4^52^.

### Gene expression (qPCR)

Total RNA was isolated from liver with Tri-Reagent, and cDNA was generated as previously described^24^. Oligo dT primers and primers for real-time PCR were obtained from Integrated DNA Technologies (Coralville, IA,USA). Primer sequences used for qPCR were as follows: *Cyp8b1*: F: GTTTCTGGGTCCTCTTATTCCTG, R: TGGGAGTGAAAGTGAACGAC; *Zfp36l1*: F: CACACCAGATCCTAGTCCTTG, R: CTGGGAGTGCTGTAGTTGAG; *Cyp7a1*: F: AACGATACACTCTCCACCTTT, R: CTGCTTTCATTGCTTCAGGG; *Ppp2cb*: F: ATGGAAGGATATAACTGGTGCC, R: AGGTGCTGGGTCAAACTG; *Map2k1*: F: CGTACATCGTGGGCTTCTAC, R: CAGAACTTGATCCAAGGACCC; *Shp*: F: CTACCCTCAAGAACATTCCAGG, R: CACCAGACTCCATTCCACG; *Abcb11:* F: CCTCATACGGAAACCCAAGATC, R: CTGACTGTTGATAGGCGATGG; *Actb*: F: ACCTTCTACAATGAGCTGCG, R: CTGGATGGCTACGTACATGG. Reactions were run on an Applied Biosystems StepOnePlus Real-Time PCR System (Thermo Fisher Scientific) with Invitrogen SYBR Green PCR Master Mix (ThermoFisher Scientific). Actin (*Actb*) was used to normalize the results from gene-specific reactions.

### Statistics

Statistics were carried out in Prism 7 (Graphpad Prism). For each measured parameter, we conducted a two‐factor ANOVA which included an effect of drug treatment (vehicle or antibiotics), an effect of diet (Control or Low AA), and an interaction between diet and treatment. A Sidak’s post-test was performed to determine the significance of factors identified as significant in the two-factor ANOVA. PCA analysis was performed using Clustvis^53^.

## Results

### A Low Amino Acid Diet Alters the Taxonomic Composition of the Gut Microbiome

To determine if the taxonomic composition of the microbiome is altered by consuming reduced dietary protein, we fed mice amino acid (AA) defined diets modeled on the AA profiles of naturally sourced control and low protein diets. The Control diet is modeled on a naturally sourced 21% protein diet, while the Low AA diet is based on a naturally sourced 7% protein diet, and we have previously shown that low protein and Low AA diets are comparable in their effect on glycemic control and body composition^22^. As shown in Fig. 1, mice fed a Low AA diet for four months have improved glucose tolerance (Fig. 1A) and reduced weight and fat mass gain relative to mice fed the Control diet (Fig. 1B).

**Figure 1:**
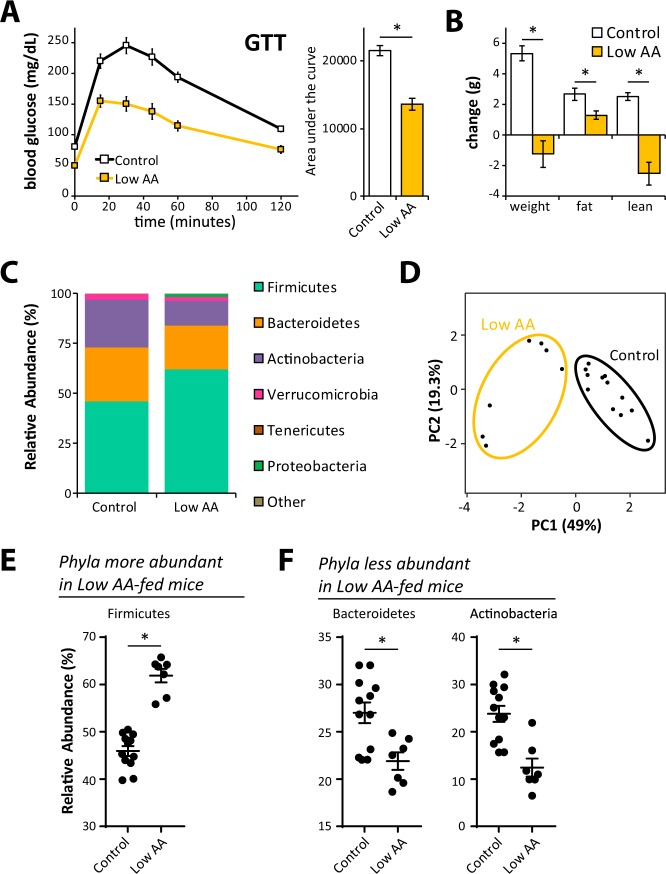
A low protein diet promotes metabolic health and alters the taxonomic composition of the cecal microbiome. (**A**) Glucose tolerance test on male C57BL/6J mice fed a Control (22% of calories from amino acids) or Low AA (7% of calories from amino acids) diet for 4 months (n = 8–10/group; *p < 0.05, t-test). (**B**) Weight and body composition were measured immediately prior to diet start and after 10 weeks on the indicated diets (n = 8–10/group; *p < 0.05, = t-test). (**C**) Bar plot of average relative abundance at the phylum taxonomic level. Top 6 phyla are shown. (**D**) Principle component analysis of demonstrating the effect of diet on taxonomic composition. (**E**,**F**) Bacterial phyla differentially represented in cecal contents from mice fed the specified diets for 4 months (n = 7–12/group; Sidak’s test following ANOVA, *p < 0.05). Error bars represent SEM.

We sacrificed mice fed the Control and Low AA diets after four months, collecting cecal contents and the liver. We prepared DNA from the contents of the cecum, and performed 16 S ribosomal RNA (rRNA) sequencing in order to identify alterations in the microbial composition of the gut microbiome. We utilized QIIME to determine relative taxonomic composition of each sample at the phylum and family levels (Figs 1C and S1A). While the alpha diversity did not significantly differ between Control and Low AA diet-fed mice (Fig. S1B), we observed a major shift in the taxonomic composition of the gut microbiome. Utilizing principal component analysis, we determined that the first two principle components explained a majority of the variability in the taxonomic composition of the gut microbiome, and individuals clustered by diet (Fig. 1D). We observed major differences at the phylum level, with an increase in the relative abundance of Firmicutes (Fig. 1E), and a decrease in the relative abundance of Bacteroidetes and Actinobacteria (Fig. 1F). At the family level, we found that the increased relative abundance of Firmicutes was primarily driven by an increase in the order *Clostridiales* (Fig. S1c); we also observed a decrease in the abundance of the Bacteroidetes families *S24–7* and *Odoribacteraceae*, and the Actinobacteria families *Bifidobacteriaceae* and *Coriobacteriaceae* (Fig. S1D).

### A Low Amino Acid Diet Alters the Hepatic Transcriptome, but does not activate FXR-FGF15 signaling

A low protein diet improves glucose tolerance in part by improving hepatic insulin sensitivity^22,54^. While induction of the insulin-sensitizing hormone FGF21 has been shown to play a role in this response^20,21^, possibly via inhibition of hepatic mTORC1 (mechanistic Target Of Rapamycin Complex 1)^55^, we recently observed that dietary methionine restriction, which mimics many of the effects of a low protein diet, can improve glucose tolerance independently of changes in FGF21 and hepatic mTORC1^24^.

Over the past decade, it has become clear that the composition and function of the gut microbiome can regulate host metabolism, including glycemic control^56,57^. One recently characterized pathway by which the microbiome can regulate host glucose metabolism is through bile acids; alterations in the amount and type of secondary bile acids can regulate glycemic control by activating or repressing the FXR – FGF15 signaling axis^34,35^.

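Livers were collected from 4 male C57BL/6J mice on each diet, after 4 months on it and an overnight fast of about 16 hours. The Control diet had 22.0% of calories from amino acids and the Low AA diet 7.1%. Carbohydrate gave 59.4% of calories on the Control diet and 74.4% on the Low AA diet. A difference between the diets can therefore come from either change. Poly(A) RNA was sequenced, and the authors deposited 1 table with a whole number for each of 11784 genes in each mouse, together with a fold change and an FDR from their own comparison. The aligner, the counting program, the annotation and the genome build are not given in the sources used here. The whole numbers are scaled read counts. They are not raw counts. Their median over genes lay between 433.0 and 449.0 in every mouse, and in all 8 mice the low whole numbers had evenly spaced gaps or doublings, the trace that multiplying counts by a factor and rounding leaves. The factors fitted to this trace ran from 0.902 to 1.11. Values summed to between 28361406 and 29485422 per Control mouse, with a median of 29246782, and to between 27876664 and 30799385 per Low AA mouse, with a median of 28724366. These totals are after scaling, so they do not give the exact sequencing depth. Every gene in the table had at least 28 in 3 or more mice, so genes of low expression had been removed before deposit. Because the values are scaled, count models were not applied. Values were compared between diets on the scale of log2(value + 1) with limma, with a mean-variance trend and Benjamini-Hochberg adjustment over all 11784 genes. Fold changes on this scale understate the change of genes with low values. Positive values are higher on the Low AA diet.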

We used RNA-Seq to identify gene expression changes induced by a low protein diet. We identified several differentially expressed metabolic pathways when mice were fed a Low AA diet (Fig. 2A,B). In particular, we observed altered expression of many genes involved in xenobiotic or drug metabolism as well as steroid hormone biosynthesis. However, our analysis did not identify bile acid signaling as significantly altered, and we did not observe significantly altered expression of *Shp*, *Cyp7a1*, or several other genes that have been shown to be regulated by the FXR-FGF15 signaling axis (Fig. 2C)^58–60^. 

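Between the diets, 47 of 11784 genes differed at an adjusted p under 0.05 in limma, 12 of them higher and 35 lower on the Low AA diet. At an unadjusted p under 0.05 there were 1395 genes. In 802 genes, 6.8% of those tested, the values of the 4 Low AA mice did not overlap those of the 4 Control mice, where chance gives 2.86%. The number of genes called depended on single mice. It was 77 without Control mouse F2212 and 29 without Control mouse F129, and it was 16, 19 and 21 without Low AA mice H817, H828 and H1126, and 15 of the 47 genes were called with every mouse left out in turn. In the authors' deposited table, 264 genes have an FDR under 0.05, 87 higher and 177 lower, and the 47 genes are all among them. The smallest adjusted p belonged to Gpc1, with scaled read counts of 202 ± 28.5 (SD, n = 4) on the Low AA diet and 732 ± 23.1 (SD, n = 4) on the Control diet, a log2 fold change of -1.86 (standard error 0.12, limma adjusted p = 0.000149). Tff3 fell from 147 ± 33.7 to 8.5 ± 4.7 (SD, n = 4 each), a log2 fold change of -4.05 (standard error 0.34, limma adjusted p = 0.00134). Of the called genes without overlap between diets, the largest rise on this scale was that of Vmn2r3, listed at 30 to 73 in the Low AA mice and at 0 to 2 in the Control mice, with a limma adjusted p of 0.00198. The next largest rises were those of Slc34a2, E130309F12Rik, Corin and Lepr, with log2 fold changes of 3.73, 2.68, 2.29 and 2.00. The order depends on the pseudocount, and with 5 in place of 1 the log2 fold change of Slc34a2, 3.43, was above that of Vmn2r3, 3.09. After Tff3, the largest falls among these genes were those of Cib3, Dct, Snhg11 and Gpr110, with log2 fold changes of -3.86, -3.31, -2.69 and -2.54. Lepr and Gpr110 were each called in 1 of the 8 fits that leave out a mouse, and Slc34a2 in 2. The first principal component of all genes held 29.7% of the variance and separated the diets (exact permutation test, two-sided, p = 0.0286, the smallest that 4 mice against 4 allow). The second held 23.6% and did not (exact permutation test, two-sided, p = 0.229). The first passed in 2 of the 8 fits that leave out a mouse, those without Control mouse F2212 and without Low AA mouse H1315. Without Low AA mouse H828 its difference between diets fell from 29.2 to 4.2 (exact permutation test, two-sided, p = 0.8), and the second separated the diets (exact permutation test, two-sided, p = 0.0286). The paper states that several metabolic pathways were differentially expressed on the Low AA diet (Fig. 2A,B).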

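KEGG pathway membership was not used here, and gene families were taken from gene symbols. The families were UDP-glucuronosyltransferases, glutathione S-transferases, carboxylesterases, cytochrome P450 families 1 to 3, sulfotransferases and aldehyde oxidases, 94 genes in all. Of these 94 genes, 3 were among the 12 genes called higher (Fisher's exact test, one-sided, adjusted p = 0.00195) and 3 among the 35 called lower (Fisher's exact test, one-sided, adjusted p = 0.0169). All of these called genes are drawn in Fig. 2A, which had been seen and was drawn from these mice, so neither test is independent of the figure. The result for lower genes did not pass against genes above the median expression (Fisher's exact test, one-sided, adjusted p = 0.0666). That for higher genes did not pass at q under 0.01 (Fisher's exact test, one-sided, adjusted p = 0.24). As a set the 94 genes were lower on the Low AA diet, with a mean log2 fold change of -0.11 (camera with a preset correlation, adjusted p = 0.0021 over 19 families and lists). This call did not hold under fry (adjusted p = 0.206) or with an estimated correlation between genes (adjusted p = 0.394). Without the 21 genes drawn in Fig. 2A the adjusted p was 0.238, which decides nothing, since the study drew those genes for their change in these mice. The UDP-glucuronosyltransferases, with a mean log2 fold change of -0.37 over 16 genes (camera adjusted p = 0.00533), and the glutathione S-transferases, with -0.23 over 20 genes (camera adjusted p = 0.00473), likewise did not pass under fry (adjusted p = 0.109 and 0.126) or with an estimated correlation (adjusted p = 0.232 and 0.363). Without Control mouse F2212 the camera adjusted p was 0.0504 for the 94 genes and 0.103 for the glutathione S-transferases, which also did not pass without Low AA mouse H828 (0.0912), and without Control mouse F7111 it was 0.0715 for the UDP-glucuronosyltransferases. The 2 aldehyde oxidases, both drawn in Fig. 2A, had a mean of -0.96 (camera adjusted p = 0.000185, fry adjusted p = 0.00783), which did not pass with an estimated correlation (adjusted p = 0.0773). The study drew both for their change in these mice, so the passes are no independent test of this family. The 14 carboxylesterases and the 6 sulfotransferases did not pass as sets (camera adjusted p = 0.426 and 0.902). Neither did the 36 genes of cytochrome P450 families 1 to 3 (camera adjusted p = 0.381), whose mean of 0.12 and median of -0.08 differ in sign. Members went both ways. Ugt1a9 rose from 2276 ± 526 to 7562 ± 895 scaled read counts (SD, n = 4 each), a log2 fold change of 1.76 (standard error 0.17, limma adjusted p = 0.00198), and Cyp3a11 rose with a log2 fold change of 1.23 (limma adjusted p = 0.0395), a call made in 1 of the 8 fits that leave out a mouse. Gstp1 fell with a log2 fold change of -1.29 (limma adjusted p = 0.0158), and Aox1 with -1.07 (limma adjusted p = 0.0106). Cyp17a1, drawn in Fig. 2A, rose with a log2 fold change of 1.54 without passing the threshold (limma adjusted p = 0.0847). The counting of reads shared by near-identical genes is not known, so single members of the Ugt1a, Gstp, Cyp3a and Ces2 groups are uncertain.

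**Figure D1:**
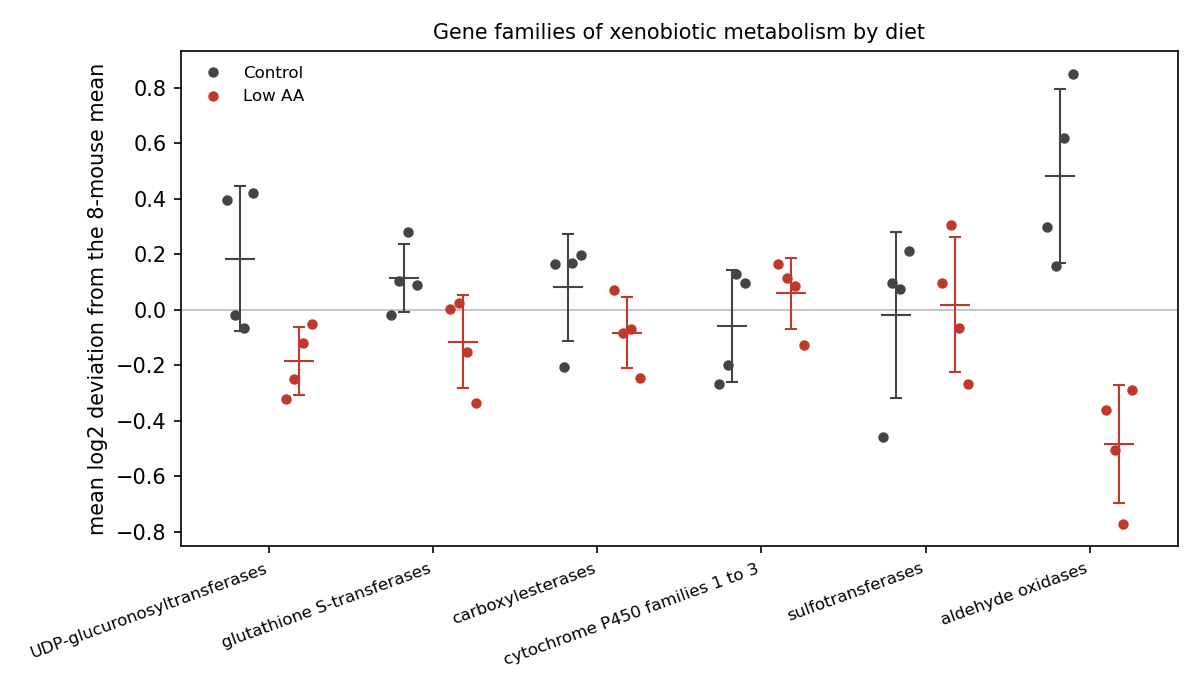
Mean log2 deviation from the 8-mouse mean for each family, with 1 point per mouse and the mean and SD of the 4 mice on each diet. The aldehyde oxidases are the family whose Control and Low AA mice do not overlap, and in the other families at least 1 mouse crosses.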

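None of the 7 genes of Fig. 2C passed the threshold, either adjusted over all genes tested or adjusted over the list alone. Positions are those of the GENCODE annotation of GRCm38, which need not be the build the authors used. Nr0b2, which encodes SHP, lies on chromosome 4 from 133553376 to 133556536. It had 945 ± 295 scaled read counts on the Low AA diet and 595 ± 295 on the Control diet (SD, n = 4 each), a log2 fold change of 0.73 (standard error 0.32, limma adjusted p = 0.405, adjusted over the list alone 0.149). Cyp7a1, on chromosome 4 from 6265612 to 6275633, had 1811 ± 1056 and 2957 ± 2573 (SD, n = 4 each), a log2 fold change of -0.39 (standard error 0.64, limma adjusted p = 0.873). Without Control mouse F129 the log2 fold change of Cyp7a1 was 0.16. Map2k1, on chromosome 9 from 64185770 to 64253631, did not overlap between the diets (exact permutation test, two-sided, p = 0.0286), with a log2 fold change of -0.22 (standard error 0.09, limma adjusted p = 0.388, adjusted over the list alone 0.149). Cyp8b1, on chromosome 9 from 121914356 to 121916305, had a log2 fold change of -0.32 and a limma adjusted p of 0.603. Zfp36l1 on chromosome 12, Ppp2cb on chromosome 8 and Abcb11 on chromosome 2 had log2 fold changes of 0.02, 0.07 and -0.07. The signs of Zfp36l1 and Abcb11 changed when single mice were left out. Over the panel, camera gave an adjusted p of 0.695, and the mean z score differed between diets by -0.18 (exact permutation test, two-sided, p = 0.543). With 3 of the 7 genes higher and 4 lower, these means decide nothing about the panel. A wider list of 23 genes of bile acid synthesis and transport had a mean log2 fold change of -0.05 and a median of 0.02 (camera adjusted p = 0.497). None of its genes was called singly. With 12 of the 23 higher and 11 lower, this mean too decides nothing about the list. The paper states that its analysis did not identify bile acid signaling as significantly altered.

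**Figure D2:**
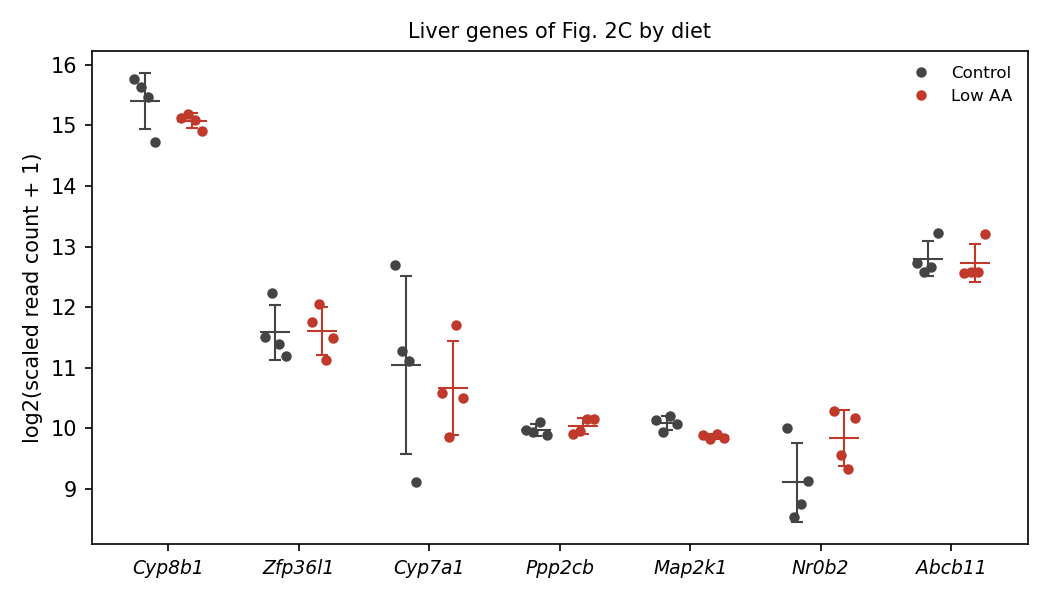
Values of the 7 genes of Fig. 2C as log2(scaled read count + 1), with 1 point per mouse and the mean and SD of the 4 mice on each diet. Of the 7 genes, Map2k1 alone has no overlap between the diets, and Cyp7a1 has the widest spread, from 553 to 6601 in the Control mice.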

Targeted qPCR analysis of mRNA from a larger, additional cohort of mice confirmed that a Low AA diet did not significantly alter the expression of any of one of these genes (Fig. S2). However, we observed an overall effect of diet consistent with reduced FXR-FGF15 signaling (Fig. S2).

**Figure 2:**
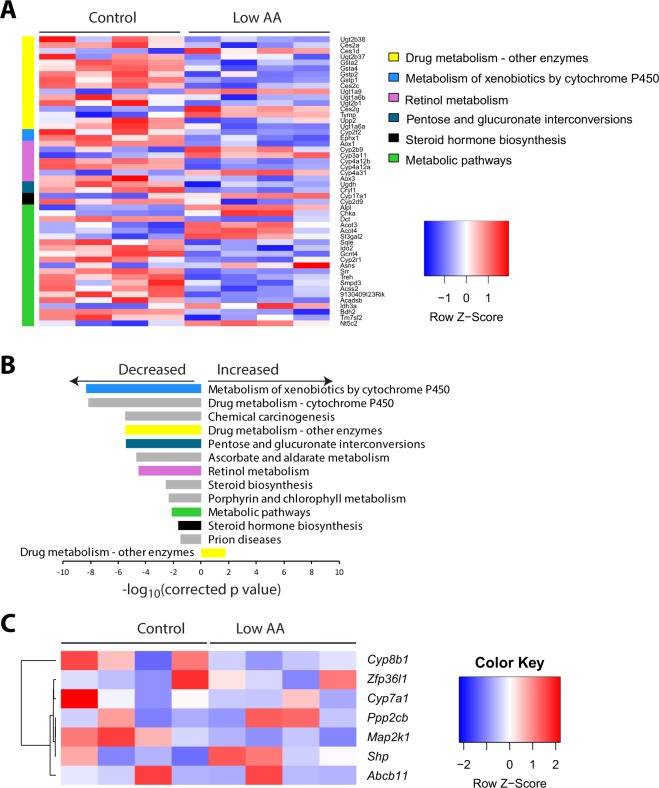
A low protein diet alters the hepatic transcriptome and shows distinct changes in biological pathways. (**A**–**C**) RNA-Seq was performed on the livers for mice fed a Control diet or a Low AA for four months. (**A**) A heatmap indicating the relative expression of genes involved in the most significantly enriched biological KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways based on genes differentially expressed in the livers of Control and Low AA fed mice (q < 0.05, FDR). Genes in more than one significantly enriched KEGG pathway are listed only once, and assigned to the most significantly affected pathway. (**B**) Pathway enrichment analysis was performed using g:Profiler (g:GOSt)^73^, and the p-values of KEGG pathways significantly up- and downregulated by Low AA diet feeding were determined. Colors are matched to that of pathways in (**A**). (**C**) Heatmap representing the relative expression of liver genes known to be altered by FXR-FGF15 bile acid signaling.

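The 50 genes drawn in Fig. 2A are all in the deposited table, 16 of them higher and 34 lower on the Low AA diet. All 50 had an unadjusted p under 0.05 in limma, and 13 passed an adjusted p under 0.05, 4 higher and 9 lower. In the authors' deposited table all 50 have an FDR under 0.05. Among the 13 were Cyp4a12a, with a log2 fold change of -2.02 (limma adjusted p = 0.00198), its near-identical neighbour Cyp4a12b, with -1.80 (limma adjusted p = 0.00201), and Cyp4a31, with 1.26 (limma adjusted p = 0.0183). Cyp2b9 had the largest rise of the 50, a log2 fold change of 5.70, but its values ran from 23 to 2940 in the Low AA mice and from 0 to 94 in the Control mice (limma adjusted p = 0.161). Ugt2b38 had a log2 fold change of -2.81 with Control values from 35 to 832 (limma adjusted p = 0.185). Asns had a log2 fold change of 1.30 (limma adjusted p = 0.321), and its highest value, 1264, was in Low AA mouse H1315. The genes were chosen for the figure from these mice, so the tally is no independent test of them.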

### The metabolic effects of protein restriction are not mediated by the gut microbiota

In order to directly assess if the altered taxonomic composition of the gut microbiome contributes to the metabolic effects of a low protein diets, we pretreated mice with either vehicle or antibiotics (ABX) for three weeks; mice were then randomized to either Control or Low AA diets. Antibiotic-treated mice continued to receive antibiotics throughout the course of the experiment (Fig. 3A). As expected, mice treated with antibiotics had significantly reduced fecal DNA content (Fig. 3B). Over the course of the experiment, we tracked weight and body composition of mice in each group (Fig. 3C–F). As expected based on our previous studies, mice fed the Low AA diet gained less weight, less fat mass, and less lean mass than mice fed a Control diet. While antibiotic administration increased weight gain and lean mass gain compared to vehicle treated mice, the Low AA diet had similar effects on weight and body composition in the presence and absence of antibiotics.

**Figure 3:**
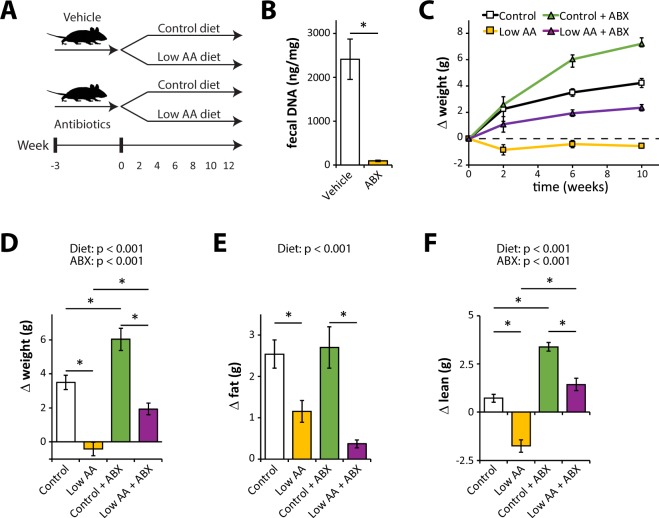
A low protein diet alters body composition similarly in vehicle and antibiotic-treated mice. (**A**) Schematic representation of the experimental plan; mice were pretreated with antibiotics or vehicle for three weeks, and then randomized to either a Control or Low AA diet. (**B**) Fecal DNA content was determined following 3 weeks of antibiotic treatment (n = 8/group; *p < 0.05, t-test). (**C**) Weight of the mice in each group was tracked following randomization to each diet. (**D**–**F**) Weight and body composition were determined immediately prior to diet start and after 6 weeks on the indicated diets, and the change in (**D**) weight, (**E**) fat mass, and (**F**) lean mass was determined (n = 12/group; statistics for the overall effects of diet, antibiotic (ABX) treatment, and the interaction represent the p-value from a two-way ANOVA; *p < 0.05 from a Sidak’s post-test examining the effect of parameters identified as significant in the two-way ANOVA). Error bars represent SEM.

As we determined previously, mice fed a Low AA diet had improved glucose tolerance compared to mice fed a Control diet (Fig. 4A). We also specifically assessed gluconeogenesis in the liver by performing an alanine tolerance test; as in our previous studies utilizing pyruvate, we observed a decrease in the area under the curve (AUC) in mice fed a Low AA diet, indicating improved suppression of gluconeogenesis (Fig. 4B). We saw equivalent reductions in AUC in response to a Low AA diet in both vehicle and antibiotic fed mice; and we did not observe any differences in AUC resulting from antibiotic treatment.

**Figure 4:**
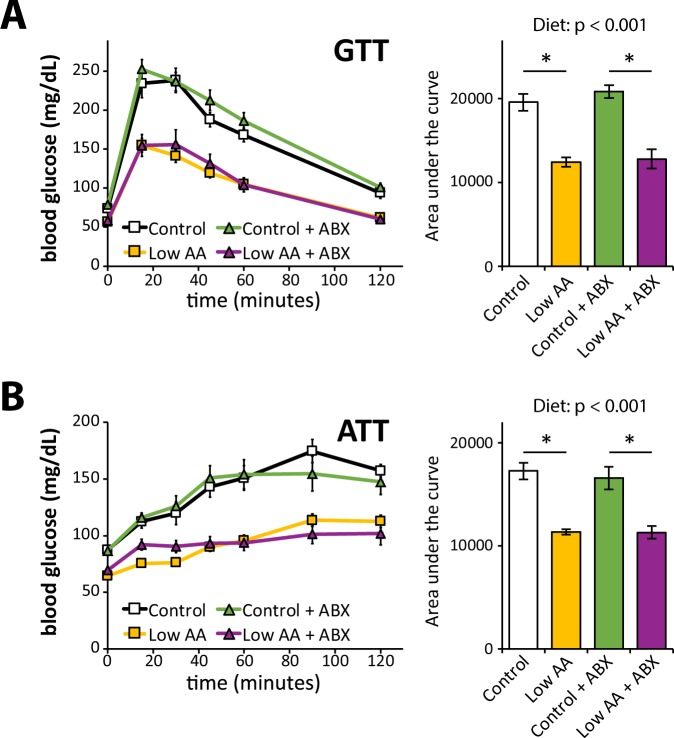
A low protein diet improves glucose homeostasis similarly in vehicle and antibiotic-treated mice. (**A**) Glucose and (**B**) alanine tolerance tests were conducted in mice fed the indicated diets for 8 weeks and 4 weeks, respectively (n = 12/group; statistics for the overall effects of diet, antibiotic (ABX) treatment, and the interaction represent the p-value from a two-way ANOVA; *p < 0.05 from a Sidak’s post-test examining the effect of parameters identified as significant in the two-way ANOVA). Error bars represent SEM.

Rodents fed a low protein diet have increased food consumption and increased energy expenditure^15,18,20–22,61^. We examined the effect of antibiotics on these phenotypes by placing mice in metabolic chambers and assessing food consumption, spontaneous activity, respiratory exchange ratio (RER), and energy expenditure (Fig. 5A–F). In agreement with our previous results, we observed increased food consumption (Fig. 5A,B) and energy expenditure (Fig. 5E,F) in mice fed a Low AA diet, with equivalent effects in both vehicle and antibiotic treated mice. Surprisingly, while a Low AA diet increased both the daytime and nighttime RER of vehicle-treated mice, mice treated with antibiotics did not have increased daytime RER when fed a Low AA diet, and had a reduced increase in nighttime RER (Fig. 5C). The effects of diet on spontaneous activity were relatively small, with increased activity in Low AA fed mice during the day (Fig. 5D).

**Figure 5:**
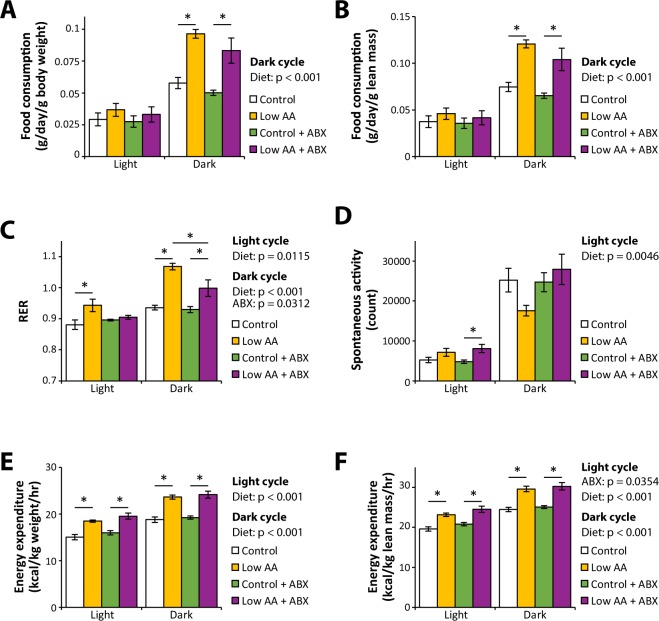
A low protein diet increases food consumption and energy expenditure similarly in vehicle and antibiotic-treated mice. (**A**–**F**) Metabolic chambers were used to assess (**A**,**B**) food consumption, (**C**) spontaneous activity, (**D**) respiratory exchange ratio (RER), and (**E**,**F**) energy expenditure in mice fed the indicated diets for approximately two months. (n = 5–7/group; statistics for the overall effects of diet, antibiotic (ABX) treatment, and the interaction represent the p-value from a two-way ANOVA; *p < 0.05 from a Sidak’s post-test examining the effect of parameters identified as significant in the two-way ANOVA). Error bars represent SEM.

## Discussion

Understanding the mechanisms by which dietary choices impact metabolic health is an area of significant research interest due to the increasing prevalence of diabetes and obesity in the population. Recently, we and others have shown that reducing dietary protein can promote metabolic health in both humans and rodents, but the molecular mechanisms that mediate these effects are unclear.

Here, we examine the effect of a low protein diet on the gut microbiome. In general agreement with the results of Holmes and colleagues^36^, we find that reducing dietary amino acid levels (and increasing dietary carbohydrates) results in an increased Firmicutes-to-Bacteroidetes ratio. These findings demonstrate the robustness of this intervention on the gut microbiome, as the same effect can be observed in two different laboratories on different continents, using either naturally sourced or defined diets. These results are somewhat surprising, as some previous studies have suggested a link between obesity and an increased prevalence of Firmicutes^62^. However, they are consistent with the model of Holmes and colleagues that increased caloric intake promotes Firmicutes abundance^36^.

Since the gut microbiome has proven to be a potent regulator of metabolic health, obesity, and glycemic control, we tested the hypothesis that diet-induced changes in the gut microbiome mediate the beneficial effects of a low protein diet on metabolism. We first used a targeted approach, examining the response of the liver, which is responsive to microbiome-mediated alterations in the amount and type of secondary bile acids via the FXR-FGF15 signaling axis^34,35^, at the transcriptional level. While we observed altered expression of many genes in response to reduced dietary protein, we found no evidence of altered bile acid signaling and no evidence of increased signaling by the FXR-FGF15 signaling axis. However, a follow-up qPCR analysis of a targeted panel of genes regulated by FXR-FGF15 signaling in a second cohort of mice suggested that a low protein diet might reduce hepatic FXR-FGF15 signaling.

To directly test the role of gut microbiome, we then took an unbiased approach, testing the requirement for an intact gut microbiome in the metabolic response to reduced dietary protein. Following three weeks of high-dose antibiotic treatment, a regimen previously shown to ablate the gut microbiome and dramatically reduce fecal DNA content, we placed mice on either Control or Low AA diets. As anticipated based on previous studies in mice and many other mammals^63–66^, antibiotics had an overall positive effect on growth and lean mass. However, we observed that protein restriction had very similar effects on weight, body composition, glucose tolerance, and energy expenditure in both the presence and absence of antibiotics. The one major difference we observed was that antibiotic treated, Low AA-fed mice had a lower RER relative to their vehicle treated counterparts, suggesting increased utilization of lipids and decreased utilization of carbohydrates as a fuel source.

A significant caveat of our studies is that they were conducted in young, lean C57BL/6 J mice, which have relatively low intestinal permeability; this may limit the ability of the gut microbiome composition to affect host metabolism. The microbiome could play a larger role in the metabolic response of obese or older animals, which have increased gut permeability^67,68^; therefore, investigating the role of the gut microbiome in response to reduced dietary protein in aged or obese animals might be an important area for future study. In addition, we did not examine the taxonomic composition of the gut microbiome of antibiotic treated mice, which could help clarify if there are any antibiotic-resistant microbes which might mediate the metabolic effects of a low protein diet. Finally, we did not examine the metabolic effects of protein restriction in germ-free mice; examination in these animals, which completely lack all bacteria, could conceivably reveal subtle effects of the gut microbiome on the response to dietary protein that were not detectable using our antibiotic-ablation model.

Our study also examined only a limited number of metabolic phenotypes associated with a low protein diet, over a relatively short period of time; other phenotypes associated with reduced protein consumption, including increased longevity and healthspan^69^, may be more directly linked to composition of the gut microbiota. A more detailed investigation of the transcriptional response to protein restriction in antibiotic-treated or germ-free mice may provide valuable clues to identify specific phenotypes that are dependent upon changes in the gut microbiome. There is also growing understanding that the specific amino acid composition of the diet mediates metabolic health^70–72^, and there may be a role for the microbiome in the metabolic response to other diets with unusual amino acid profiles or from particular dietary sources.

Our findings highlight that dietary macronutrient composition plays an important role in determining the taxonomic composition of the gut microbiome. Yet, while the effects of a low protein diet on the gut microbiome are dramatic, at least in the short term, an intact gut microbiome is not required to realize the metabolic benefits of a low protein diet on glucose homeostasis, body composition, or energy balance. Identifying the physiological and molecular mechanisms by which reducing dietary protein can promote metabolic health remains critical to developing drugs which can take advantage of these pathways to combat obesity and diabetes.

## Supplementary information

Supplementary Information

## Data Availability

Liver transcriptional profiling data has been deposited at GEO, accession number GSE115683. All other datasets generated during the current study are available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

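Liver RNA from 4 Control and 4 Low AA mice was analysed from the table the authors deposited, with each mouse as 1 replicate. The mouse codes are not shared between diets, so no pairing was fitted. The authors deposited for each gene and mouse a signal that is a scaled and rounded read count, and beside it their own fold change and FDR, a q-value. The deposited signed fold change is a score, given as the ratio or as minus its inverse. The scaling was inferred from the values, since the sources used here do not state it. A scale factor was fitted to the gaps and doublings among low whole numbers in each mouse, with the share of genes off the pattern fitted too. The gain in log likelihood over unscaled values was at least 26.2 in each of the 8 mice, against at most 5.7 in 3 simulated unscaled columns. In 18 simulated scaled columns of 11784 genes the fit recovered the factor to within 3e-05. A first form of this fit, with gaps taken as almost empty and a coarser grid of factors, missed the factor in some mice and was replaced after that was seen. The factors give between 26900000 and 31500000 reads per mouse on the listed genes, an estimate only.

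The designs were set before the data were examined. The design for counts was not used, because the values are not raw counts, and the design for normalized values was used in its place. Values were analysed as log2(value + 1) with limma 3.58.1 in R 4.3.3, with a mean-variance trend and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. The filter set for this design, a value of at least 1 in at least 4 mice, removed 0 genes. In simulated data with 200 changed genes among 11784, all of them with a log2 fold change of at least 1.5 in size, 100% of the changed genes were called, and 5.2% of the calls were genes that had not been changed. With no gene changed, 0 calls were made. These simulations held large changes only, so they say nothing about small ones. Their genes were drawn independently, with a spread set by mean expression alone and no mouse far from the rest. The share of 100% therefore does not carry over to genes whose mice vary more. In the real values Cyp2b9, with a log2 fold change of 5.70, was not called (limma adjusted p = 0.161).

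Gene sets were 10 families defined by symbol and 9 lists written from general knowledge, tested with camera at a preset correlation of 0.01, adjusted over the 19 together, with fry and camera with an estimated correlation as alternatives. The lists were the genes of Fig. 2C, bile acid synthesis and transport, sterol biosynthesis, the amino acid response through ATF4, amino acid catabolism, male-biased and female-biased liver genes, and targets of PPARA and NRF2. Some members are drawn in Fig. 2A, which had been seen, so each set was also tested without those genes. Older symbols in the table were matched through synonyms in an NCBI gene table. Marker lists for pancreas, blood, adipose tissue, macrophages, and stellate and endothelial cells were compared by exact permutation tests. None of the muscle markers was in the table. Lists of acute-phase genes, further acinar genes, respiratory chain subunits and male-biased genes outside multigene families were added after values had been seen, and several other families were looked at without being reported.

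Genes named in the text were those the paper names or draws in Fig. 2A and Fig. 2C, the 5 largest rises and 5 largest falls among called genes without overlap between diets, the 3 smallest adjusted p, and called members of the sets, with the cell type markers, Cela1 among them. Saa1, Saa2, Orm1, Gatm, Nr5a2 and Moxd1 fall outside this rule and were named after their values were seen. Fgf15 is not among the genes listed. Alternatives were other pseudocounts of 0.1 and 5, the 8000 genes with the highest mean, other thresholds, other set tests, and each mouse left out in turn. Those chosen after the values were seen were equal column totals, robust moderation, no mean-variance trend, vooma weights, a correction for transcript length and GC content, which 11666 genes have, and the FDR of the authors' deposited table. The alternatives that need raw counts were not run. Figures were drawn with matplotlib 3.10.9.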

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

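Among the tests here, camera with an estimated correlation and camera without the Fig. 2A genes were set before the data were examined. So were the principal components and the counts of genes called with a mouse left out. The correction for transcript length and GC content, the side on which a left-out mouse falls and the further acinar genes were written before their results were seen. The other tests were chosen after. Of 96 groups of 4 mice examined for 1 mouse far from the rest, 5 stood out, and chance gives about 1 in 20.

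Control mouse F2212 had far more Cela1, the one pancreas marker in the table, than the other mice. Its value was 15.16 on the log2 scale, against 7.03 to 7.48 in the other Control mice and 7.58 to 8.17 in the Low AA mice (gap over range 0.945). Pancreatic tissue in that liver sample is a candidate explanation, but 3 of 29 further acinar genes were in the table, too few to decide, since genes high in 1 mouse alone could have been removed before deposit. These 3 were on average only 0.20 above the mean of the 8 mice in F2212, the highest of the 8, with Low AA mouse H1126 at 0.17. They did not rise together in F2212, where Gatm was the highest of the 8 mice and Nr5a2 the lowest. Acute-phase genes were high in F2212 among those looked at first, with scaled read counts of 57733 for Saa1, against 68 to 2818 in the other mice, of 32724 for Saa2, against 21 to 503, and of 16131 for Orm1, against 955 to 11372. Those outside the ones looked at first were on average 0.30 above the mean of the 8 mice in F2212, the highest of the 8, but Low AA mouse H1315 was at 0.25. Cela1 is not itself an acute-phase gene. Both explanations stay open. The same mouse stood apart for the mean of the female-biased genes (gap over range 0.923) and for Gpr110 (0.877), lying toward the Low AA mice in both. Without it 77 genes were called, and for 44 of these, 57.1%, it lay nearer the other Control mice than the Low AA mice, which by the rule written beforehand, a simple majority, argues against a wrong label. The 4 Low AA mice, each left out in the same way, lay on the Low AA side for 76.9% to 100% of the genes then called, which F2212 did not. On the first principal component it was at -34.8, at the Control end, with the Low AA mice at -1.8 to 28.1, but on the second it was at -20.3, on the side of the Low AA mice (-11.2 to -5) and away from the other Control mice (3.5 to 32.8). The share of 57.1% was still the lowest of the 8 mice, and why it lay toward the Low AA mice for the other genes was not tested. The labels were kept, and no mouse was removed.

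Low AA mouse H828 stood above the other Low AA mice for Abcb11 (gap over range 0.961), where the other 3 were nearly equal, and Control mouse F2110 stood below for the mean of the carboxylesterases (0.923). No technical or biological explanation was tested for these.

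Of the 47 genes called, 34 are not drawn in Fig. 2A or Fig. 2C. Of the 35 ways to split the 8 mice into groups of 4, 1, the real split, gave as many calls as 47. The next largest gave 7. This argues against grouping by chance for the number of calls, though 1 of 35 is the fewest that such a count allows. All 47 were kept with the same sign after correction for transcript length and GC content, which argues against such bias as their whole cause.

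The male-biased genes were lower on the Low AA diet, with a mean log2 fold change of -1.12 over 22 genes. Of 35 splits, 1, the real one, was as large in mean moderated statistic (3.81, the next 1.93). That is the fewest that 35 splits allow, and the count was not corrected over the 19 sets. It argues against chance without excluding it. Without the Fig. 2A genes the difference was -0.95 over 15 genes, and over 7 members outside multigene families, where shared reads are of less concern, it was -1.09 (exact permutation test, two-sided, p = 0.0286 for each). The median of these 7 was -0.32, and most of their mean came from Moxd1, at -5.74; over the other 6 the difference was -0.32 (exact permutation test, two-sided, p = 0.114). Reads shared between near-identical genes therefore stay open as a part of the fall. The mice on the 2 diets did not overlap, but Control values ran from 0.01 in F2212 to 1.11 in F129. Camera with an estimated correlation gave an adjusted p of 0.0994. The female-biased genes were higher, with a mean of 1.05 over the 13 of 27 listed, but 2 of 35 splits were as large, so chance is not excluded, and without the Fig. 2A genes the difference was 0.44 (exact permutation test, two-sided, p = 0.0857), although camera still passed there (adjusted p = 0.00915, median log2 fold change 0.712 over 10 genes). The tests differ, so it stays open how far the rise came from genes picked for the figure. Ntrk2, on this list, was called lower. A shift of sex-biased liver expression with the diet stays open beside shared reads, and the hormones that would bear on it were not measured here.

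Targets of PPARA were higher, with a mean log2 fold change of 0.48 and 24 of 24 genes positive, and sterol biosynthesis genes were lower, with a mean of -0.36. For each, 1 of 35 splits was as large in mean moderated statistic, but the next came close (2.25 against 2.30 and 1.81 against 1.96), and camera with an estimated correlation gave an adjusted p of 0.113 for both. In the mean per mouse the sterol genes did not overlap between diets (exact permutation test, two-sided, p = 0.0286), but the PPARA targets did, with Control mouse F129 at -0.011 above Low AA mouse H1315 at -0.024 (exact permutation test, two-sided, p = 0.0571). The count of splits and the mean per mouse thus differ for the PPARA targets, so chance is not excluded for them. Cytosolic ribosomal protein genes were higher by 0.29 on average, with 88 of 95 positive. They were taken by symbols that begin with Rpl or Rps. Other genes with such symbols may be among the 95. After correction for transcript length the difference was 0.304 over 94 genes, and other genes of like length differed by -0.03, so length bias does not account for it. In the mean per mouse the diets did not overlap (exact permutation test, two-sided, p = 0.0286). However, 2 of 35 splits were as large in mean moderated statistic, and Control mouse F7111, at -0.46, was the lowest of the Control mice, the others of which ran from -0.17 to 0.03. Chance is not excluded.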

How the results depend on the processing

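The alternatives chosen after values were seen are equal column totals, robust moderation, no mean-variance trend, vooma weights, the length and GC correction and the FDR of the authors' deposited table. The counts of splits were also chosen after values were seen. The other alternatives were set before the data were examined. The cause of each change below was not tested unless stated.

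The count of 47 genes (12 higher, 35 lower) was the same at pseudocounts of 0.1 and 5. Over the 8000 genes with the highest mean it was 19 (5 higher, 14 lower); 30 of the 47 are among those genes, so part of the fall comes from fewer genes tested. It was 12 (4 and 8) at q under 0.01, 132 (42 and 90) at q under 0.1 and 37 with an absolute log2 fold change of at least 1. With equal column totals it was 47 (11 and 36), with robust moderation 45, with vooma weights 39, and without a mean-variance trend 30 (7 and 23). After the length and GC correction it was 65 (24 and 41), so the share of higher genes moved from 25.5% to 36.9%. The authors' deposited table gives 264 (87 and 177), of which 33.0% are higher. With each mouse left out in turn the count ran from 16 without H817 to 77 without F2212, with 4 to 26 higher and 12 to 51 lower. It was 29 without F129, 21 without H1126 and 19 without H828. Fewer mice lower the power of the test, but leaving out F2212 raised the count.

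No set passed under camera with an estimated correlation. There the adjusted p was 0.0773 for the female-biased genes, the NRF2 targets and the aldehyde oxidases, 0.0994 for the male-biased genes, 0.113 for sterol biosynthesis and PPARA targets, 0.206 for the major urinary proteins, 0.232 for the UDP-glucuronosyltransferases, 0.27 for the ribosomal proteins, 0.363 for the glutathione S-transferases and 0.394 for the 94 genes of xenobiotic metabolism. Under fry the adjusted p was 0.0786 for the major urinary proteins, 0.109 for the ribosomal proteins and the UDP-glucuronosyltransferases, 0.126 for the glutathione S-transferases and 0.206 for xenobiotic metabolism. Male-biased, female-biased, PPARA, sterol, NRF2 and aldehyde oxidase sets passed under fry. Without the Fig. 2A genes the adjusted p was 0.447 for NRF2 targets, 0.225 for the UDP-glucuronosyltransferases, 0.572 for the glutathione S-transferases and 0.238 for xenobiotic metabolism, which decides nothing about these sets, since the figure's genes were drawn for their change in the same mice and leaving them out takes changed members away. It was 1.06e-06 for the male-biased genes, 0.00915 for the female-biased genes, 5.44e-05 for sterol biosynthesis and 2.29e-07 for PPARA targets, which passed. Grouping of the mice by chance is not excluded for the UDP-glucuronosyltransferases and the major urinary proteins, with 2 of 35 splits as large for each, or for xenobiotic metabolism, with 4 of 35. For the NRF2 targets, the glutathione S-transferases and the aldehyde oxidases 1 of 35 was. Both aldehyde oxidases were drawn in Fig. 2A for their change in these mice, so their count of splits is no independent test. For the glutathione S-transferases the next split came close (1.207 against 1.341), and the mean per mouse overlapped between diets (exact permutation test, two-sided, p = 0.0857).

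Fisher's test of xenobiotic genes among the genes called lower gave an adjusted p of 0.0169, of 6.97e-06 at q under 0.1 (8 of the 94), of 1.07e-11 on the calls of the authors' deposited table (16 of the 94), of 0.0666 against genes above the median expression and of 1 at q under 0.01, where 8 genes were called lower and 0 of the 94 were among them. For xenobiotic genes among the genes called higher the adjusted p was 0.00195 (Fisher's exact test, one-sided). It was 0.00242 at q under 0.1, 0.00267 on the calls of the authors' deposited table and 0.00171 against genes above the median expression. At q under 0.01 it was 0.24, which did not pass. Fisher's test of the male-biased genes among the genes called lower passed under each alternative tried.

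With single mice left out, the camera adjusted p ran from 0.000947 to 0.0715 for the UDP-glucuronosyltransferases (the highest without F7111), from 0.000859 to 0.103 for the glutathione S-transferases (not passed without F2212 or H828) and from 0.000117 to 0.0504 for xenobiotic metabolism (the highest without F2212). Amino acid catabolism ran from 0.00418 without H1315 to 0.808 without H828, where the direction was reversed. The direction also reversed without F129 for the Fig. 2C genes (range 0.283 to 0.844), without F7111 for the amino acid response (0.19 to 0.844), and without F129 or H1315 for the sulfotransferases (0.438 to 0.963), whose direction reversed as well after the length and GC correction (adjusted p = 1.00). None of these 3 sets was called in any fit.

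The difference between diets in the first principal component ran from 4.2 without H828 to 35.6 without F2212. It did not pass an exact permutation test without F129, F2110, F7111, H1126, H817 or H828. The smallest p that 3 mice against 4 allow is 0.0286, so the smaller groups alone do not rule out a pass. The second ran from -33.7 without H828, where it held 26.5% of the variance and separated the diets (exact permutation test, two-sided, p = 0.0286), to 1.1 without F2212. Over the 500 most variable genes the first again separated the diets. Marker differences ran from -2.21 to 0.50 for pancreas, reversed without F2212, from -0.86 to -0.26 for blood, which passed at -0.86 without F7111 (exact permutation test, two-sided, p = 0.0286), from -0.22 to 0.34 for adipose tissue, reversed without F7111 or H828, from 0.18 to 0.40 for macrophages and from -0.22 to -0.12 for stellate and endothelial cells.

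Of single genes, the sign reversed for Zfp36l1 (-0.13 to 0.24), Cyp7a1 (-1.03 to 0.16) and Abcb11 (-0.23 to 0.08) with mice left out, and for Actb (-0.10 to 0.02), which was also at 0.01 after the length and GC correction. None of the 47 called genes changed sign with a mouse left out. This is no test of them, since their values did not overlap between diets and leaving out a mouse could not reverse the sign.

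Tests of raw counts with other size factors, and their filters on counts, were not run because the values are scaled. The alternative without a filter gave nothing to compare, since the filter removed no gene. The comparisons meant for a table without values per mouse did not apply. The exact sequencing depth is not known.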

Differences from the paper's values

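Fig. 2A draws about 50 genes as differentially expressed, counted by eye, and limma called 13 of them. Under the alternatives set before the data were examined it called 13 at either other pseudocount, 8 among the 8000 genes with the highest mean, 4 at q under 0.01, 28 at q under 0.1, 11 with an absolute log2 fold change of at least 1, and 5 to 20 with a mouse left out, none of which reaches the paper's number. The FDR of the authors' deposited table, an alternative chosen after the values were seen, gives all 50 and drops none of them. The direction of each of the 50 genes was the same in limma as in that table.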

Other observations

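The comparison with raw read counts, the counts of splits and the respiratory chain subunits were chosen after values were seen. The other lists were fixed before the data were examined.

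A whole-number table can be taken for raw read counts. Here the gain in fit of a scaled over an unscaled series was above that of every simulated unscaled column in 8 of 8 mice, which argues against raw counts. The deposited values are consistent with counts scaled to a common size and rounded.

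Fgf21 encodes the hormone whose induction, the paper states, has been shown to play a role in the response of glucose tolerance to a low protein diet. It had 1433 ± 228 scaled read counts on the Low AA diet and 1074 ± 487 on the Control diet (SD, n = 4 each), a log2 fold change of 0.56 (limma adjusted p = 0.592). Control mouse F7111 was at 412, against 1086 to 1573 in the other Control mice, and without it the log2 fold change was 0.15. All 8 livers were collected after a fast of about 16 hours, so these values do not tell whether the diet changes Fgf21 in fed mice. The 17 genes of the amino acid response to ATF4 had a mean log2 fold change of 0.14 and a median of -0.02 (camera adjusted p = 0.488), and the 29 genes of amino acid catabolism a mean of -0.07 (camera adjusted p = 0.23).

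The targets of NRF2 had a mean log2 fold change of -0.34 over 24 genes (camera adjusted p = 6.22e-05). The major urinary proteins, whose reads are shared between near-identical genes, had -1.07 over 19 genes, all 19 of them negative (camera adjusted p = 3.1e-10). Their mean per mouse overlapped between diets (exact permutation test, two-sided, p = 0.0857). Low AA mouse H1315, at 0.529, was above Control mice F2110 and F2212, at 0.235 and 0.396. Cytochrome P450 family 4 had a mean of -0.20 over 13 genes (camera adjusted p = 0.154, fry adjusted p = 0.0601). Its mean per mouse did not overlap between diets (exact permutation test, two-sided, p = 0.0286). However, Control mouse F2212, at 0.005, was barely above Low AA mouse H1315, at 0.003. In mean moderated statistic 1 of 35 splits was as large (1.346, the next 0.792). Without the genes drawn in Fig. 2A the mean was -0.003 over 10 genes (camera adjusted p = 0.681), so the drawn genes carried the fall in the mean. Of the 13 genes of this family, 2 were among the 35 called lower (Fisher's exact test, one-sided, adjusted p = 0.0083), the near-identical Cyp4a12a and Cyp4a12b. Another, Cyp4a31, was called higher (Fisher's exact test, one-sided, adjusted p = 0.0598), and 6 of the 13 genes had positive log2 fold changes. All 3 called genes are drawn in Fig. 2A. The 79 subunits of the respiratory chain and ATP synthase differed by 0.06 (exact permutation test, two-sided, p = 0.686). Blood markers differed by -0.54 (exact permutation test, two-sided, p = 0.2; without F7111 by -0.86, p = 0.0286), adipose markers by 0.15 (exact permutation test, two-sided, p = 0.771), macrophage markers by 0.27 (exact permutation test, two-sided, p = 0.143) and stellate and endothelial markers by -0.17 (exact permutation test, two-sided, p = 0.0571).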
